# Drug Repositioning of Inflammatory Bowel Disease Based on Co-Target Gene Expression Signature of Glucocorticoid Receptor and TET2

**DOI:** 10.3390/biology13020082

**Published:** 2024-01-29

**Authors:** Xianglin Zhao, Chenghao Hu, Xinyu Chen, Shuqiang Ren, Fei Gao

**Keywords:** IBD, GR, TET2, drug repositioning, in vitro inflammatory model

## Abstract

**Simple Summary:**

Inflammatory bowel disease (IBD), encompassing ulcerative colitis (UC) and Crohn’s disease (CD), impacts millions globally and is characterized by complex immune responses. This research aimed to unravel the collaborative roles of two critical protein factors in immune regulation within IBD. Through extensive analysis of public datasets, we identified specific gene signatures associated with these factors in IBD. Subsequent drug repositioning efforts and the utilization of cellular models led to the identification of BMS-536924 as a promising anti-inflammatory agent. This investigation has enriched our understanding of IBD’s pathogenesis and suggests novel therapeutic approaches to enhance the quality of life for individuals affected by these inflammatory conditions.

**Abstract:**

The glucocorticoid receptor (GR) and ten-eleven translocation 2 (TET2), respectively, play a crucial role in regulating immunity and inflammation, and GR interacts with TET2. However, their synergetic roles in inflammatory bowel disease (IBD), including ulcerative colitis (UC) and Crohn’s disease (CD), remain unclear. This study aimed to investigate the co-target gene signatures of GR and TET2 in IBD and provide potential therapeutic interventions for IBD. By integrating public data, we identified 179 GR- and TET2-targeted differentially expressed genes (DEGs) in CD and 401 in UC. These genes were found to be closely associated with immunometabolism, inflammatory responses, and cell stress pathways. In vitro inflammatory cellular models were constructed using LPS-treated HT29 and HCT116 cells, respectively. Drug repositioning based on the co-target gene signatures of GR and TET2 derived from transcriptomic data of UC, CD, and the in vitro model was performed using the Connectivity Map (CMap). BMS-536924 emerged as a top therapeutic candidate, and its validation experiment within the in vitro inflammatory model confirmed its efficacy in mitigating the LPS-induced inflammatory response. This study sheds light on the pathogenesis of IBD from a new perspective and may accelerate the development of novel therapeutic agents for inflammatory diseases including IBD.

## 1. Introduction

Inflammatory bowel disease (IBD), primarily comprising ulcerative colitis (UC) and Crohn’s disease (CD), is a chronic and relapsing inflammatory disorder of the intestine that profoundly affects patients’ quality of life. Although previous research efforts suggest that the disease is caused by several factors, including genetic and epigenomic influences, alterations in intestinal microbiota, and mucosal immune imbalance, its pathogenesis is not yet fully understood [1,2,3]. With the increasing prevalence and complexity of IBD [4,5], there is an urgent need to achieve deeper disease control, innovate therapeutic strategies, and personalize care. Recently, the establishment of specific gene expression signatures for screening promising drug candidates with the Connectivity Map (CMap) and developing novel therapies has been applied rapidly and efficiently [6,7,8].

The glucocorticoid receptor (GR), a nuclear receptor present in nearly all tissues, exhibits potent immunomodulatory and anti-inflammatory effects. Its action chiefly involves suppressing proinflammatory transcription factors such as AP-1 and NF-κB, modulating anti-inflammatory genes, and inducing lymphocyte apoptosis [9,10,11]. Recent studies have unveiled GR’s critical role in intestinal epithelial cells, particularly in controlling colonic inflammation by regulating the gene expression of chemokines, leukocyte recruitment, and epithelial barrier permeability [12]. Moreover, there is growing evidence about the significance of epigenetic regulation by TET2, a ten-eleven translocation (TET) family enzyme catalyzing the oxidation of 5mC to 5hmC, in maintaining innate immune balance and resolving inflammation [13,14]. For instance, TET2 deficiency results in macrophages exhibiting an increase in NLRP3 inflammasome-mediated IL-1β secretion, which aggravates the inflammation phenotype [15]. TET2 also plays a role in inflammation resolution by repressing the expression of the inflammatory cytokine IL-6 expression in innate myeloid cells, including dendritic cells and macrophages, through histone deacetylation facilitated by HDAC2 recruitment, a process initiated by the IL-1R-MyD88 pathway [16]. The interaction between GR and TET2, mediated by MAFB in tolerogenic dendritic cells (tolDCs), has been demonstrated [17], and our group confirmed this interaction in HEK293T cells (unpublished data). This evidence indicates that genes co-regulated by GR and TET2 may significantly correlate with inflammatory response. However, little is known about their specific roles and mechanisms in IBD.

In this study, we performed a bioinformatics analysis aimed at assessing the role of GR and TET2 regulation in IBD and elucidating the molecular mechanisms underlying the regulation of downstream genes by GR and TET2 in the disease, along with its potential implications for drug repositioning. Meanwhile, holistic gene expression programs on the LPS-stimulated cells with different GR baseline levels, i.e., HT29 and HCT116 cells, were compared. Furthermore, anti-inflammatory small-molecular compounds were identified after comprehensively applying multiple gene signatures associated with GR and TET2, and the top-ranked compound was validated in an inflammation-sensitive HT29 model. This work has helped deepen the understanding of IBD pathogenesis and provides a new perspective on therapeutic strategies for IBD.

## 2. Materials and Methods

### 2.1. Collection and Pre-Processing of Public Transcriptomic Datasets

To investigate the tissue transcriptome of IBD, we utilized NCBI’s Gene Expression Omnibus (GEO) as our primary data source. Recognizing that sample location within IBD would have a large effect on the disease’s expression patterns [18,19,20], we selectively analyzed colon samples from untreated patients with active disease and healthy controls from seven microarray experiments. The details of these datasets are shown in Table S1. The sample size comprised 227 UC samples, 54 CD samples, and 84 healthy control (HC) samples. Quality control was performed on each gene expression dataset via background adjustment, quantile normalization, log2 transformation, and conversion of probes to gene symbols. Subsequently, we integrated these datasets and corrected for batch effects using the R package “sva” [21] (version 3.46.0).

### 2.2. Acquisition of GR and TET2 Putative Co-Target Genes (GTPCGs)

The Cistrome Data Browser (CistromeDB, http://cistrome.org/db (accessed on 26 June 2023)) serves as a comprehensive database, curating and analyzing a plethora of chromatin profiling assays, including ChIP-seq, DNase-seq, and ATAC-seq [22]. For our study, we selected high-quality peak files of GR and TET2 obtained from ChIP-seq data in the HEK293T cell line, a widely used model in scientific research. These files, sourced from CistromeDB (accession numbers: 41735, 33992, 67858), were then processed for further analysis. The binding peaks in each file were annotated to their corresponding genes using GREAT [23] (version 4.0.4, http://great.stanford.edu/ (accessed on 28 June 2023)) with default parameters, and a cross-analysis of each gene set was conducted, resulting in the identification of GR and TET2 putative co-regulated genes, referred to as GTPCGs. The complete list of these genes, totaling 6101, is detailed in Table S2.

### 2.3. Assessment of the Role of GR and TET2 in IBD

We meticulously collected 17 IBD biomarkers from recent literature, applying stringent criteria that necessitated their identification through both bioinformatics analysis and experimental validation [19,24,25,26,27,28,29]. Pearson’s correlation analysis was conducted to explore the association between *NR3C1* (which encodes GR) and *TET2* expression with these biomarkers. Based on the principle of linear support vector regression, a computational approach, i.e., cell-type identification by estimating relative subsets of RNA scripts (CIBERSORT), was leveraged to estimate the relative percentage of immune cell infiltration in bulk tissue transcriptome profiles [30,31]. Subsequently, we performed Spearman’s correlation analysis to investigate the relationship between immune cells, identified as significantly varied between IBD and HC, and four markers that intersected with both the 17 markers and GTPCGs. Additionally, ROC analysis was carried out to evaluate the diagnostic efficacy of these four markers for IBD using the “pROC” (version 1.18.0) and “rms” (version 6.7.0) R packages.

### 2.4. Differential Expression Gene Analysis

Differential analysis of microarray data in UC/HC and CD/HC comparisons was performed using the R package “limma” [32] (version 3.54.2). Differentially expressed genes (DEGs) were identified with the thresholds of adjust *p*-value < 0.05 and |log2 FC| > 0.58. We then compared the expression patterns of DEGs associated with UC and CD.

### 2.5. Identification of Specific Gene Signatures in UC and CD and Functional Enrichment Analysis

Specific gene signatures indicative of the disease effects in vivo were obtained by overlapping UC and CD DEGs with GTPCGs, respectively. Functional enrichment analyses were performed based on the Gene Ontology (GO) database and the Molecular Signatures database (MSigDB) using the R packages “clusterProfiler” (version 4.6.2), “org.Hs.eg.db” (version 3.16.0) and “enrichR” (version 3.2) [33,34]. To be specific, GO terms, including molecular function (MF), cellular component (CC), biological process (BP), and MSigDB hallmark pathways were enriched with the threshold of a *q*-value < 0.05. Redundant GO terms were removed based on semantic similarity using the “rrvgo” (version 1.10.0) R package. Ultimately, the top 10 most significant terms or pathways were revealed and visualized.

### 2.6. Cell-Type-Specific Enrichment Analysis

The cell-type-specific Enrichment Analysis database (CSEA-DB, https://bioinfo.uth.edu/CSEADB/ (accessed on 3 July 2023)) was used to investigate which cell type could be responsible for the signatures observed [35,36]. Among 126 general cell types from 111 tissues, we focused on cell types present in the intestine. This focus resulted in 7 tissues and 23 general cell types, which were identified through multiple testing corrections (BH method, FDR < 0.05) and filtering for cell types with a frequency of occurrence greater than or equal to 10 times.

### 2.7. Cell Culture and In Vitro Inflammatory Model

The HT29 [37,38] and HCT116 [39,40] cell lines were sourced from the American Type Culture Collection (ATCC). These cell lines were cultured in Advanced DMEM/F-12 medium (Gibco, Grand Island, NY, USA), supplemented with 10% fetal bovine serum (Sigma, St. Louis, NI, USA), 1% GlutaMAX Supplement (Gibco, Grand Island, NY, USA), and 1% TransSafe Mycoplasma Prevention Reagent (TRANS, Beijing, China). The culture conditions were maintained at 37 °C in a 5% CO_2_ atmosphere. To establish an in vitro inflammatory model of intestinal epithelial cells, the cells were treated with lipopolysaccharide (LPS, 1 ug/mL) (Sigma–Aldrich, St. Louis, MI, USA) for a duration of 24 h.

### 2.8. RNA-Seq Library Construction, Sequencing, and Data Analysis

In brief, total RNA was used as input material for the RNA sample preparations. Sequencing libraries were constructed using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) according to the manufacturer’s instructions and then quantified using the Agilent 5400 system (Agilent, Santa Clara, CA, USA) and qPCR. The qualified cDNA libraries were sequenced with 150 bp paired-end reads on the Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA). Raw transcriptome reads were cleaned and then aligned to the reference genome (hg38) using HISAT2 [41] (version 2.1.0). The annotated gene information was downloaded from GENCODE. A gene count matrix was generated by featureCounts [42] (version 2.0.1), and the “edgeR” (version 3.40.2) package was used for differential expression analysis [43].

### 2.9. Gene Set Enrichment Analysis

To explore the overarching gene expression patterns and identify the biological pathways predominantly active during LPS-induced inflammation in HT29 and HCT116 cells, we initially sorted genes in descending order based on their log2 fold change (FC) generated by edgeR. We then performed gene set enrichment analysis (GSEA) with the gseKEGG function from the “clusterProfiler” R package. The results with a cutoff criterion of a nominal *p*-value < 0.05 were considered statistically significant.

### 2.10. Rank-Rank Hypergeometric Overlap (RRHO) Analysis and Acquisition of Distinct Gene Signatures from the In Vitro Inflammation Model

Rank-rank hypergeometric overlap (RRHO) analysis is a threshold-free and robust approach to compare differential expression (DE) patterns between two experimental groups [44,45]. For HT29 and HCT116 cell groups subjected to LPS exposure, genes detected in both profiling experiments were ranked by their *p*-value and direction of effect size. Ranked lists were then compared to identify significantly overlapping genes across a continuous significance gradient by iterating the hypergeometric test. The results were presented in a heatmap using the “RRHO2” (version 1.0) R package [45]. We next identified a specific gene signature consisting of 75 genes that represent simulated disease effects common to both cell models. This signature was derived by intersecting GTPCGs with 407 genes, which were the overlapping genes obtained from the up-regulated gene lists, exhibiting the most significant overlap between the two cell groups. To reflect the biological or disease response of this gene signature, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed. A threshold of *p* < 0.05 was regarded to be significant enrichment.

### 2.11. Connectivity Map (CMap) Analysis

The Connectivity Map (CMap, http://clue.io/ (accessed on 2 July 2023)), an online analysis platform that conducts pattern-matching algorithms to compare query signatures with expression profiles in diverse contexts of over 450,000 chemical perturbagens, was leveraged to identify anti-inflammatory small molecules that create gene expression patterns opposite to the disease effect [6,7]. We submitted the three gene signatures previously obtained for CMap analysis, respectively. Each list of matched results was filtered with a cutoff of normalized connectivity score < −1 and cross-analyzed to obtain overlapping compounds. We next calculated their rankings within each list and determined the median, ultimately identifying the top 10 potentially anti-inflammatory agents. The chemical structures of selected molecules were collected from ChemSpider (https://chemspider.com (accessed on 9 September 2023)) [46].

### 2.12. Cell Viability Assay and In Vitro Treatment with Candidate Compounds

To determine the effect of candidate compounds on cell viability, the Cell Counting Kit-8 (CCK8) assay was used following the manufacture’s protocol. Initially, HT29 cells were plated in 96-well plates at a density of 1 × 10^4^ cells per well. After being cultured in the medium for 24 h, the cells were treated with different concentrations of BMS-536924 solution (ranging from 10 to 500 nM) for another 24 h. Subsequently, 10 uL CCK8 solution was added to each well, followed by incubation for 1 h at 37 °C. Cell viability was detected using a microplate spectrophotometer (Tecan Spark, Männedorf, Switzerland) at an optical density (OD) of 450 nm. For the compound treatment experiment, HT29 cells were seeded in 12-well plates at 1.5 × 10^5^ cells per well. These cells were treated with either LPS or medium for 24 h, followed by an additional 24 h incubation with BMS-536924 solution (at concentrations of 5, 10, and 50 nM) or medium. Cells treated solely with medium served as negative controls (NC group), and those only with LPS served as positive controls (LPS group).

### 2.13. Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted from the cells using the RNeasy Mini Kit (Qiagen, Duesseldorf, Germany). Reverse transcription was performed to synthesize cDNA with the PrimeScriptTM RT reagent Kit (Takara, Tokyo, Japan). The expression levels of specific genes were analyzed by a quantitative real-time PCR system (Thermo, Waltham, MA, USA) with the PowerUp SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA). Relative expression of each gene was normalized to GAPDH. The value of the control group was set to 1. qRT-PCR primers are listed in Table 1.

### 2.14. Statistical Analysis

All statistical analyses were conducted using R software (version 4.2.2) and GraphPad Prism (version 8.0.2). Results are presented as mean ± standard deviation (SD). Group differences were compared using an unpaired Student’s *t*-test, and statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Implications of GR and TET2 Regulation in IBD

We extensively collected public transcriptomes of colon tissue in IBD, finally selecting datasets GSE75214, GSE16879, GSE179285, GSE36807, GSE73661, GSE9452, and GSE13367 from the GEO database (Table S1). After correcting and integrating the microarray datasets for batch effects, the PCA plots as well as the heatmap confirmed the elimination of batch effects among the datasets (Figure S1A–C). To investigate the relationship between GR and TET2 modulation and IBD, we collected literature-based IBD biomarkers and evaluated the expression of *NR3C1* and *TET2* in relation to these markers. Seventeen refined IBD markers from prior research were selected [19,24,25,26,27,28,29]. The split violin plot revealed significant expressional differences between IBD patients and HC (Figure 1A). Both significantly up-regulated and down-regulated genes showed expression trends consistent with those reported in their studies, suggesting that these markers were well validated in our dataset. The mRNA-level correlations between *NR3C1*, *TET2*, and these markers were examined. Except for *REG3A*, *NR3C1* was significantly associated with all markers, while *TET2* was significantly correlated with 5 of the 17 markers, including *AQP9*, *IL1B*, *IFI16*, *ICAM1*, and *MADCAM1* (Figure 1B).

Given that immune dysregulation is one of the pathogenic mechanisms of IBD, the CIBERSORT algorithm was employed to characterize the abundance of 22 immune cell infiltrates in colon tissue derived from IBD patients and HC. Figure 1C illustrates that multiple immune cell subpopulations were significantly altered between groups. Compared with HC, patients with IBD showed higher proportions of activated dendritic cells, M0 and M1 macrophages, activated mast cells, neutrophils, resting NK cells, plasma cells, activated CD4 memory T cells, and follicular helper T cells and lower proportions of M2 macrophages, resting mast cells, activated NK cells, CD8 T cells, and regulatory T cells (Tregs). The association between the expression of the four biomarkers (*CD40*, *ICAM1*, *MUC1*, and *PRKAB1*) and the proportion of immune cell types showing significant differences was further explored. As shown in Figure 1D, activated dendritic cells, M0 and M1 macrophages, activated mast cells, neutrophils, resting NK cells, CD4 memory-activated T cells, and follicular helper T cells exhibited positive correlations with *CD40*, *ICAM1*, and *MUC1* while displaying negative correlations with *PRKAB1*. Meanwhile, M2 macrophages, resting mast cells, activated NK cells, CD8 T cells, and Tregs presented a negative correlation with *CD40*, *ICAM1*, and *MUC1* while showing a positive correlation with *PRKAB1*. Moreover, we performed an ROC analysis to verify the diagnostic significance of the four markers. The markers had area under the curve (AUC) values > 0.7, with the total combination of them exhibiting the largest AUC value (AUC, 0.985) and *PRKAB1* the smallest (AUC, 0.738) (Figure 1E). Taken together, these collective results indicate that GR and TET2 regulation is likely to play a crucial role in IBD.

### 3.2. Identification of DEGs Associated with UC and CD

We further analyzed the DEGs according to subtypes of IBD and explicit location. Compared to HC, a total of 1904 DEGs were identified in UC colon tissue, including 1186 up-regulated and 718 down-regulated, while 1037 DEGs were discovered in CD colon tissue, including 761 up-regulated and 276 down-regulated, in line with the thresholds of adjusted *p* < 0.05 and |log2 FC| > 0.58. The volcano plot depicts the top five genes that were up- and down-regulated in UC and CD, respectively (Figure 2A,B). These genes are predominantly known to be associated with the signature of IBD [18,26,47,48]. The summary details of common or exclusive DEGs in UC and CD are provided in Table S3. The heatmap reveals the expression pattern of common and unique DEGs in UC and CD and the relative consistency within the groups (Figure 2C).

### 3.3. Molecular Mechanisms of IBD through GR and TET2-Related Signatures

After separately overlapping the DEGs of the two IBD subtypes with GTPCGs, we identified 179 GR- and TET2-related CD DEGs and 401 GR- and TET2-related UC DEGs, as detailed in Tables S4 and S5. We then investigated the potential functions and underlying mechanisms in which they were involved. The top significant slimmed GO enrichment terms (*q* < 0.05) of the respective DEGs are displayed (Figure 3A,B and Table S6). Biological process (BP) of GO analysis illustrated that they were both primarily related to the immune response, such as regulation of immune effector process, response to molecule of bacterial origin, and leukocyte activation and migration. Additionally, response to hypoxia, response to insulin, and multiple metabolic processes were observed. In terms of cellular component (CC) of GO analysis, the terms from GR- and TET2-related UC DEGs were more prevalent than those GR- and TET2-related CD DEGs, and they were particularly associated with endoplasmic reticulum-related components and the peroxisome, except for the collagen-containing extracellular matrix. Concerning molecular function (MF) analysis, the results indicated that misfolded protein binding and DNA-binding transcription activator activity, especially that which was RNA polymerase-II-specific, were the most relevant for the GR- and TET2-related UC DEGs, but the CD DEGs had no significant entries. The GO terms were also consistent with the significant (*q* < 0.05) MSigDB pathways containing hallmark gene sets. The bar charts show that the respective DEGs were both enriched in several commonly activated pathways, including hypoxia, TNF-alpha signaling via NF-κB, interferon gamma response, allograft rejection, and IL-2/STAT5 signaling (Figure 3C,D). In addition to pathways related to inflammatory response and hypoxemic response, fatty acid metabolism, bile acid metabolism, and glycolysis were also observed (Table S7). In summary, according to the results of enrichment analysis, GR- and TET2-related gene signatures are intimately linked with immunometabolism, inflammatory, and cell stress pathways, which may be manifestations of the pathogenesis of IBD.

To further understand which cell type could be responsible for the signatures, we conducted cell-type-specific expression analysis (CSEA) of GR- and TET2-related UC DEGs and CD DEGs. The GR- and TET2-related UC DEGs were most significantly enriched in intestinal enterocytes (FDR = 0.001) among the 23 general cell classifications (Figure 3E and Table S8), while the GR- and TET2-related CD DEGs were predominantly found in macrophages (FDR = 0.003) (Figure 3F and Table S9). The results revealed that the majority of the observed signatures originated from macrophages, dendritic cells, B cells, enterocytes, and epithelial cells, each performing specialized functions in mucosal immunity homeostasis and epithelium barrier function. This implies that changed expression patterns from specific cell subsets might shape disease, in accordance with previous views [2,49,50]. Altogether, the above-mentioned findings suggest that it is potentially valuable to discover novel anti-inflammatory small-molecular drugs for IBD, focusing on transcriptomic signatures associated with GR and TET2.

### 3.4. Establishment and Comparative Transcriptomic Analysis of Two In Vitro Inflammatory Cell Models

Recently, multiple experimental models have been designed to investigate the molecular mechanisms in intestinal inflammation and promote the development of new anti-inflammatory compounds [37,38,39,40,51]. In this study, we utilized two types of intestinal epithelial-derived cells, namely HT29 and HCT116, stimulating them with 1 ug/mL LPS for 24 h to mimic an inflammatory response in the intestine. As shown in Figure S2A, the mRNA level of *NR3C1* was barely detectable in HT29 cells in contrast to HCT116 cells, enabling a comparison of the similarities and differences between these two cell lines with different GR basal expression in response to LPS-induced inflammation. The inflammatory response induced by LPS is known to activate the TLR4/MyD88/NF-κB signaling pathway, which in turn triggers the release of inflammatory cytokines and effector molecules [37,38,52]. We conducted qRT-PCR analysis to determine the expression of TLR4, IL-6, and TNF-α in LPS-stimulated HT29 and HCT116 cells (Figure S2B,C). The results revealed that the mRNA levels of IL-6 and TNF-α were significantly up-regulated in both cell lines after 24 h of induction. Regarding TLR4, there was an up-regulation trend in HCT116 cells compared to the control group, while it was significantly up-regulated in HT29 cells.

We next performed next-generation RNA sequencing to thoroughly examine the gene expression programs of our in vitro inflammatory models and to identify specific expression signatures useful for screening anti-inflammatory compounds. 

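HT29 and HCT116 are human colorectal cancer cell lines of epithelial origin, and LPS is the cell wall lipid of Gram-negative bacteria that the receptor TLR4 recognises. RNA of each line was sequenced from 1 control library and 1 library made after 24 h in LPS at 1 ug/mL, 4 libraries in all, with no repeat culture of any condition. The gene counts summed to 19105058 in the HT29 control, 20831247 in HT29 with LPS, 21268959 in the HCT116 control and 19805162 in HCT116 with LPS. Protein-coding genes took 96.4% to 97.0% of the counts. Transcripts of the mitochondrial genome, a sign of RNA and cell quality, took 3.75% in the HT29 control and 4.29% with LPS, and 5.01% in the HCT116 control and 7.16% with LPS.

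The authors cleaned the reads, aligned them to hg38 with HISAT2 2.1.0 and counted them per GENCODE gene with featureCounts 2.0.1, and the submitters' processing notes also name cutadapt 1.9 and Trimmomatic 0.39. The deposited values are raw counts. The settings for strand and for reads that map to several places are not given in the sources used here, so reads of overlapping, antisense or near-identical genes cannot be told apart. Here the counts were normalized by TMM in edgeR, and each gene of a line was given the log2 ratio of its LPS library to its control library with a prior count of 2, among genes with a mean of at least 1 CPM in that line. The 95% intervals are exact Clopper-Pearson intervals of the ratio without the prior count, and they cover counting error only. With 1 library per condition there is no replicate check and no p-value within a line. Genes with a log2 ratio above 0.58 or below -0.58 were counted, since 0.58 is the threshold the paper states for its microarray comparisons. LPS was tested over the 4 libraries with edgeR's quasi-likelihood test and the cell line as a block, which has 1 residual degree of freedom and lets the 2 lines stand in for replicates. It is called the shared test. Its standard errors and p-values do not measure how far the 2 lines agree, and a call can rest on 1 line. NOMO1 had log2 ratios of 3.44 in HT29 and 1.50 in HCT116 with a standard error of 0.26. SMDT1 was called as lower with 0 counts in both HCT116 libraries. Gene lists fixed before the data were examined were described by the percentile of their median log2 ratio among 10000 random lists of the same size and expression, and a list in the lowest or the highest 2.5% of them was said to stand apart. A gene whose transcript matched another place or an alternate contig of the reference over at least 50% of its length at 98% identity or more was marked as having a copy, because its reads can be split, and its values are uncertain.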

Gene set enrichment analysis (GSEA) unveiled that immune-response-related signaling pathways were activated in both cell lines following LPS stimulation (Figure 4A,B). 

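In HT29, transcripts of NF-κB target genes, chemokines and interferon-stimulated genes were higher in the LPS library. The list of TLR4, MyD88 and TRIF pathway components had a slightly lower median. In HCT116, none of the 12 immune lists stood apart, and the chemokine list had only 1 gene with enough counts. The 37 interferon-stimulated genes measured in HT29 had a median log2 ratio of 0.11 (percentile 99.4), with 3 genes above 0.58 and none below -0.58. The 37 measured in HCT116 had a median of -0.06 (percentile 7.22), with 3 genes above and 3 below. The 40 TLR4, MyD88 and TRIF pathway genes of HT29 had a median of -0.07 (percentile 2.21), with 1 gene above 0.58 and none below -0.58. The 39 of HCT116 had a median of -0.03 (percentile 23.8), with 1 gene above and 1 below. The HT29 list did not stand apart with no filter on low counts (percentile 5.85) or with random lists not matched on expression. Nor did it without ribosomal protein, histone and mitochondrial genes. With a minimum of 5 CPM, the NF-κB and interferon lists of HT29 still stood apart as higher, the TLR4, MyD88 and TRIF list no longer did, and the chemokine list had 3 genes, too few for a percentile. The cytokine list of HCT116 then stood apart as higher (11 genes, median 0.13, percentile 98.4). Given gene length and GC content, a setting chosen after the data were seen, the interferon list of HT29 (percentile 95.4) and the TLR4, MyD88 and TRIF list no longer stood apart.

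Across both lines, GSDMD, which encodes the pore-forming protein of pyroptosis, was the only gene of the 12 immune lists that rose in the shared test (log2 fold change 3.49, standard error 0.53, adjusted p = 0.0026 from edgeR's quasi-likelihood test). It has a copy on an alternate contig, so its value is uncertain. Its counts were 8 and 13 in HT29 (log2 ratio 0.47) and 21 and 395 in HCT116 (log2 ratio 4.22), so the call rests mainly on HCT116. DESeq2 called no gene of the 12 lists. MYD88, the adaptor protein of TLR4, went from 925 to 1328 counts in HT29 and from 986 to 1118 in HCT116, with a log2 fold change of 0.35 (standard error 0.084, adjusted p = 0.12 from the same test). When adjusted over the list alone, 1 of 41 TLR4, MyD88 and TRIF pathway genes, 3 of 38 interferon-stimulated genes and 2 of 36 NOD-like receptor genes were higher and none was lower. The shared test speaks to these 2 lines and not to repeat cultures. MYD88 passed it with a minimum of 5 CPM, and with genes that have a copy left out, a choice made after the data were seen (adjusted p = 0.026 from edgeR).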

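In HT29, genes of ribosomal proteins, respiration and central carbon metabolism were lower in the LPS library, beside the higher chemokine and NF-κB target genes. Of 39 lists, 5 stood apart as higher and 8 as lower in HT29, against 3 higher and 3 lower in HCT116. The number of single genes past the size threshold was similar. The lists of ribosomal proteins, oxidative phosphorylation, carbon metabolism, arachidonic acid, cholesterol synthesis and insulin secretion follow the pathways of Figure 4. The paper found those pathways in these same libraries, so the lists are not a separate check of its reading. Of 100 simulated lists of unchanged genes in HT29, 9 stood apart, so some of the lists that stood apart can be chance. This rate was not simulated for HCT116. It does not cover lists whose genes vary together between cultures, for which chance may be more frequent. The 80 ribosomal protein genes had a median log2 ratio of -0.09, the 42 mitochondrial ribosomal protein genes -0.12 and the 74 nuclear genes of oxidative phosphorylation -0.12, each lower than all 10000 random lists. The 79 genes of glycolysis, the citrate cycle and the pentose phosphate pathway had a median of -0.08 (percentile 0.02), and the 26 genes of arachidonic acid metabolism -0.14 (percentile 0.24). In HCT116 the same 5 lists did not stand apart, with percentiles of 62.4, 8.55, 15.0, 56.8 and 22.6. The 37 genes of terpenoid backbone and cholesterol synthesis were lower in both lines, with medians of -0.08 in HT29 (percentile 0.56) and -0.08 in HCT116 (percentile 0.45). HCT116 also had lower heat shock genes (13 genes, median -0.10, percentile 0.72) and cell cycle genes (42 genes, median -0.08, percentile 0.23), and higher insulin secretion genes (47 genes, median 0.12, percentile 99.95). The random lists were matched on expression only, while the log2 ratios rose with gene length in HT29 (Spearman's rho 0.167 over genes) and with GC content in HCT116 (rho 0.229). With both trends removed, a setting chosen after the data were seen, the 5 lists stayed lower in HT29, cholesterol synthesis stayed lower in both lines, and the cell cycle and insulin secretion lists of HCT116 still stood apart. Its heat shock genes no longer did (percentile 7.67), and its mitochondrial ribosomal protein genes then stood apart as lower and its ribosomal protein genes as higher (percentiles 1.97 and 98.4). Length was 1 value per gene, with a median of 3208 bp for the ribosomal protein list, and not that of the transcripts present. A trend with transcript length may therefore remain, and whether it lowers the 5 HT29 lists was not tested.

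Mitochondrial genome transcripts were higher in the LPS library of both lines, with medians of 0.20 in HT29 and 0.47 in HCT116 over 15 genes, each above all 10000 random lists. Some of these genes have a copy in the nuclear genome and are uncertain. In the shared test, edgeR's quasi-likelihood test called no gene of the ribosomal, oxidative phosphorylation or cholesterol lists, and 17, 15 and 10 had an unadjusted p under 0.05. DESeq2 called RPS26, RPS27A and INSIG1, all lower, named after their values were seen. When adjusted over the list alone, 1 ribosomal protein gene was higher and 3 were lower, and 3 cholesterol synthesis genes were lower. For single genes, 462 of 13201 lay above 0.58 and 356 lay below -0.58 in HT29, where counting error alone gave means of 106.3 and 101.3. In HCT116, 510 of 14337 lay above and 336 lay below, where counting error alone gave means of 91.3 and 93.3. The SD of the log2 ratios net of counting error, over genes with at least 20 CPM, was 0.149 in each line. The difference between the lines has no residual degrees of freedom and was not tested. With a minimum of 5 CPM the counts became 60 above and 73 below in HT29, and 73 above and 42 below in HCT116.

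**Figure D1:**
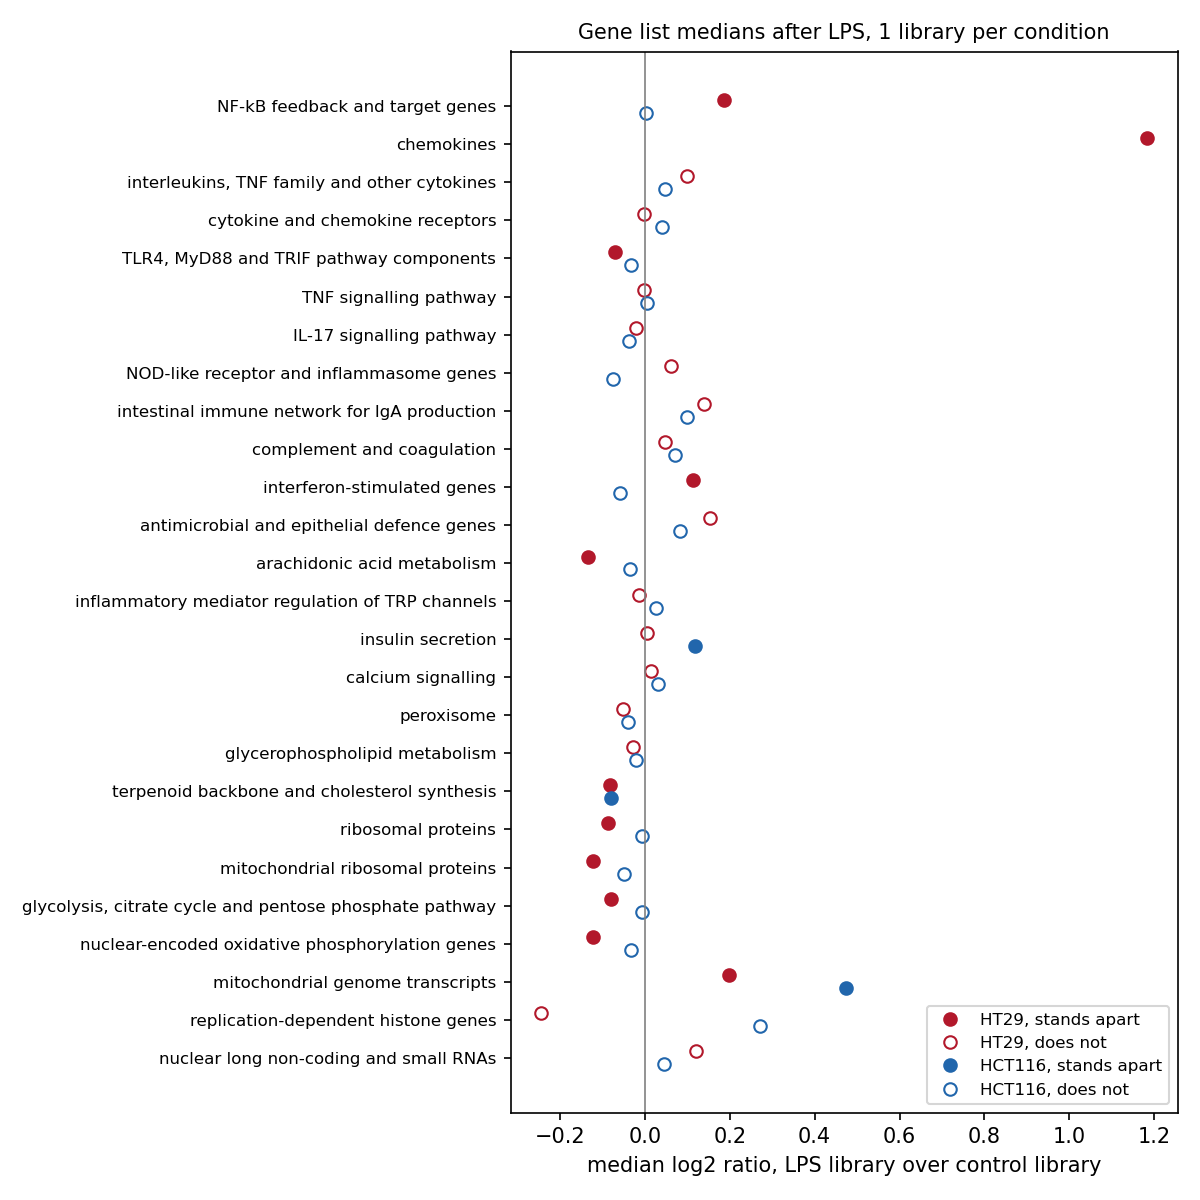
Median log2 ratio of the LPS library over the control library for the immune lists, the lists after the pathways of Figure 4 and the lists of RNA quality, in HT29 (red) and HCT116 (blue). Filled points are lists that stand apart from random lists of the same size and expression, and lists with under 5 measured genes in a line have no point. The HT29 chemokine list lies at 1.18, to the right of all other points.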

Interestingly, HT29 cells showed a more extensive activation of inflammatory-related pathways compared to HCT116 cells in addition to a higher presence of inhibitory pathways. Specifically, Figure 4A highlights the activation of pathways such as the cytokine–cytokine receptor interaction and inflammatory mediator regulation of TRP channels in HT29 cells. In contrast, Figure 4B illustrates the activation of the TNF signaling pathway, NF-κB signaling pathway, intestinal immune network for IgA production, IL-17 signaling pathway, and chemokine signaling pathway in HCT116 cells, with both cell lines sharing the activation of the cytokine–cytokine receptor interaction pathway. Furthermore, RRHO analysis was applied to uncover differential expression (DE) patterns across two cell lines stimulated by LPS. 

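Receptors for cytokines and chemokines showed no common direction in HT29, and neither they nor the cytokines themselves stood apart. The 44 cytokine and chemokine receptor genes measured in HT29 had a median log2 ratio of -0.0032 (percentile 54.4), with 1 gene above 0.58 and 1 below -0.58. The first was TNFRSF14, with 61 counts in the control and 194 with LPS (log2 ratio 1.50, interval 1.11 to 1.97), which has a copy on an alternate contig and is uncertain. The other was IL6R, the receptor of interleukin 6, with 109 and 55 counts (log2 ratio -1.10, interval -1.62 to -0.65). The 17 cytokine genes had a median of 0.10 (percentile 94.1), with none above 0.58 and 1 below -0.58. Genes of the inflammatory regulation of TRP channels, cation channels that sense heat and irritants, had a median of -0.01 over 48 genes (percentile 46.7), with 2 genes above 0.58 and 1 below -0.58.

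In HCT116 the 57 receptor genes had a median of 0.04 (percentile 87.6), the 23 cytokine genes 0.05 (percentile 73.2) and the 61 TRP channel genes 0.03 (percentile 84.0). Of the TRP channel genes, 6 lay above 0.58 and none below -0.58. They included ALOX12, a lipoxygenase of arachidonic acid, with 66 and 117 counts (log2 ratio 0.93, interval 0.51 to 1.41), and TRPV1, the capsaicin receptor, with 152 and 221 counts (log2 ratio 0.66, interval 0.36 to 0.98). TRPV1 is named after its values were seen. In the shared test, no gene of these 3 lists was called over all genes tested or when adjusted over the list alone, by edgeR's quasi-likelihood test at an adjusted p under 0.05. DESeq2 called none over all genes tested. At an unadjusted p under 0.05 there were 7 of 58 receptor genes, 2 of 25 cytokine genes and 5 of 55 TRP channel genes.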

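Chemokines and feedback genes of NF-κB were higher with LPS in HT29. In HCT116 the NF-κB list did not stand apart, and only 1 chemokine had a mean of at least 1 CPM. CXCL1, which attracts neutrophils, had 97 counts in the HT29 control and 521 with LPS (log2 ratio 2.27, interval 1.97 to 2.61), and 19 and 7 counts in HCT116. CCL20, which attracts dendritic and T cells to mucosal surfaces, had 2 counts in the HT29 control and 57 with LPS (log2 ratio 3.83, interval 2.78 to 7.77), and 2 in each HCT116 library. ICAM1, an adhesion molecule for leukocytes, had 51 and 137 counts in HT29 (log2 ratio 1.26, interval 0.81 to 1.78), and 178 and 164 in HCT116 (log2 ratio 0.0099, interval -0.30 to 0.32). TNFAIP3, which encodes the NF-κB inhibitor A20, had 48 and 120 counts in HT29 (log2 ratio 1.15, interval 0.69 to 1.70), and 90 and 66 in HCT116 (log2 ratio -0.31, interval -0.80 to 0.16).

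Of the 33 NF-κB feedback and target genes measured in HT29, 8 lay above 0.58 and 1 below -0.58, with a median log2 ratio of 0.19, above all 10000 random lists. Of the 29 measured in HCT116, none lay beyond 0.58 in either direction and the median was 0.0019 (percentile 55.0). The chemokine list had 9 genes in HT29, 6 of them above 0.58, and a median of 1.18. The lists share members, and the same chemokines enter the lists after the TNF and IL-17 pathways. CXCL1 and CXCL2 are in the NOD-like receptor list as well. The TNF list had a median of -0.0013 in HT29 (63 genes, percentile 59.7, 8 above 0.58 and 2 below -0.58) and 0.0044 in HCT116 (56 genes, percentile 65.9, 1 above). The IL-17 list had a median of -0.02 in HT29 (57 genes, percentile 37.3, 7 above) and -0.04 in HCT116 (49 genes, percentile 14.5, none above). The intestinal IgA network had a median of 0.14 in HT29 (11 genes, percentile 93.8) and 0.10 in HCT116 (10 genes, percentile 81.9). Its largest difference was PIGR, the receptor that carries IgA across the epithelium, with 6 and 65 counts in HT29 (log2 ratio 2.97, interval 2.10 to 4.80) and 1 count in each HCT116 library.

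In the shared test, no gene of these 5 lists was called over all genes tested by edgeR's quasi-likelihood test or by DESeq2, and 5 NF-κB, 2 chemokine, 9 TNF, 9 IL-17 and 1 IgA network genes had an unadjusted p under 0.05. When adjusted over the list alone, 1 of 6 chemokines and 3 of 56 IL-17 genes were higher, and none of the 34 NF-κB, 63 TNF or 12 IgA network genes was. CXCL1 was called as higher with a minimum of 5 CPM, with no filter on low counts, and without genes that have a copy, a choice made after the data were seen, although its HCT116 counts go the other way. The difference between the lines was not tested.

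**Figure D2:**
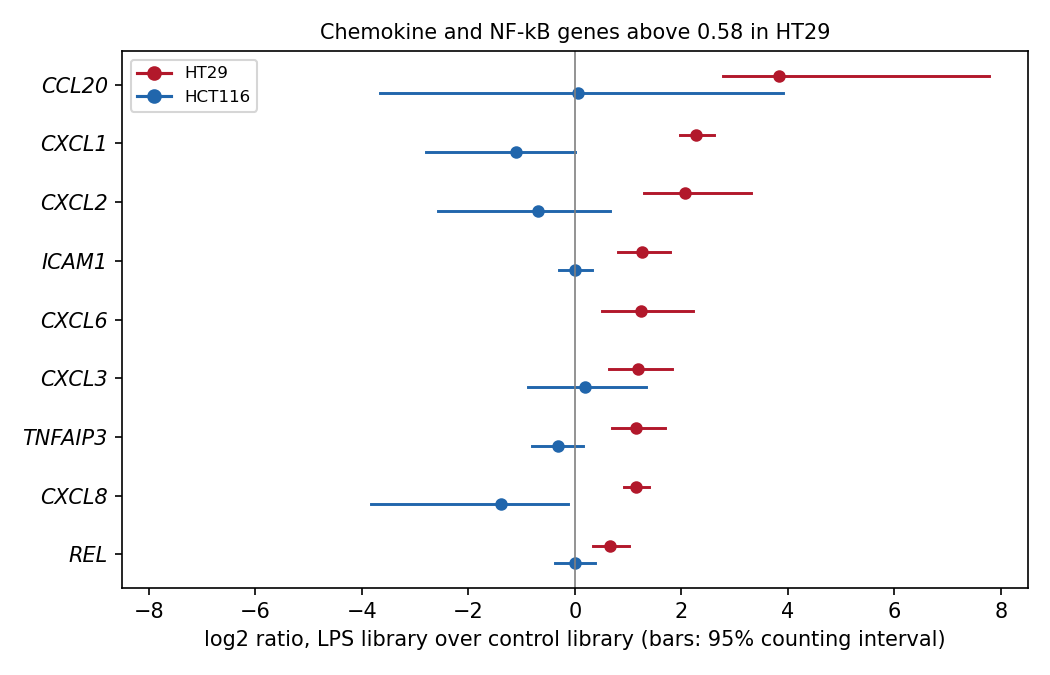
Log2 ratio of the LPS library over the control library for the 9 chemokine and NF-κB genes above 0.58 in HT29, in HT29 (red) and HCT116 (blue), with 95% counting intervals as bars and 1 library per condition. CXCL6 has no HCT116 point because it had 0 counts in both HCT116 libraries. The other chemokines shown had a mean under 1 CPM there. The HT29 intervals lie above 0, while the HCT116 intervals of 7 genes include 0 and that of CXCL8 lies below it.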

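Genes in the overlap of the up-regulated lists included F5, coagulation factor V, with 1475 and 1918 counts in HT29 and 8 and 35 in HCT116, and MASP2, a protease of the lectin pathway of complement, with 17 and 38 counts in HT29 and 50 and 68 in HCT116. IFITM2, an interferon-induced membrane protein that restricts virus entry, was also in it, with log2 ratios of 0.43 in HT29 and 0.45 in HCT116. IFITM2 is named after its values were seen. Of 20 complement and coagulation genes 2 were in the overlap (0.516 by chance) and of 31 interferon-stimulated genes 1 was (0.80 by chance), while none of the 53 TNF, 48 IL-17 or 20 NOD-like receptor genes was (1.37, 1.24 and 0.516 by chance). Mitochondrial genome transcripts were common in it, at 6 of the 15 measured where 0.387 would be found by chance.

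The 12085 genes measured in both lines were ranked by direction and by the p-value of edgeR's exact test. With 1 library per condition that p-value needs an assumed spread between cultures, here a biological coefficient of variation of 0.4, so it was used to rank genes and is not reported. The overlap was most significant by the hypergeometric test for the top 1651 genes of HT29 and the top 991 of HCT116, which shared 312 genes, 177 over the 135 expected for lists of that length. The search picks the lengths, so in a test chosen after the data were seen the HCT116 values were dealt out at random among genes of similar expression 1000 times. The same search then gave a median excess of 97.7 and a largest excess of 151. Genes with a copy made up 49 of the 312. With an assumed variation of 0.1 the lists held 2971 and 3411 genes and shared 1143 (839 expected for that length). With counts thinned to the smallest library, they held 3081 and 2641 genes and shared 979 (674 expected for that length).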

The heatmap displays top-right and bottom-left quadrants, representing overlap in genes down-regulated and up-regulated in both cell lines, while the top-left and bottom-right quadrants represent overlap in genes with oppositional expression patterns between the two cell lines (Figure 4C). 

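Genes that rose in both lines in the shared test included mitochondrial MT-CYB, MT-ND5 and MT-ND4L, and PRRC2C and MBD6, with log2 fold changes from 0.39 for PRRC2C to 0.50 for MT-CYB (adjusted p = 0.0082 and 0.032 from edgeR's quasi-likelihood test). PRRC2C, MBD6, MT-ND5 and MT-ND4L are named after their values were seen. DESeq2 called these 4 and not MT-CYB (log2 fold change 0.51, adjusted p = 0.065), and MBD6 was not called with library size alone. The largest changes were found in genes that have a copy, whose values are uncertain, such as DUSP8 (log2 fold change 3.62) and IFI27L2 (-5.09). Smaller changes in genes with a copy included NOMO1, with a log2 fold change of 2.24 (standard error 0.26, adjusted p = 0.0002 from edgeR's quasi-likelihood test). EIF3C, which encodes a translation initiation factor and has a copy, had -1.27 (standard error 0.11, adjusted p = 7.7e-06 from the same test). DESeq2 did not call NOMO1, EIF3C or IFI27L2. It did call other genes with a copy, such as DUSP8 (log2 fold change 3.64, adjusted p = 0.044) and MARF1 (-3.02, adjusted p = 2.2e-05). In all it called 17 of the 32 genes of the shared test. Other genes moved apart. SMARCB1, a subunit of a chromatin remodelling complex, went from 343 to 28 counts in HT29 and from 65 to 806 in HCT116, and EEF1D, a translation elongation factor, from 1372 to 99 and from 242 to 1339. Both have a copy on an alternate contig.

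Of 14516 genes, 18 were higher and 14 lower in the shared test, and 1101 had an unadjusted p under 0.05. Of these 32 genes, 24 have a copy, including 10 of the higher and all 14 of the lower. With all genes that have a copy left out, a choice made after the data were seen, 39 genes were higher and 19 lower, 8 of them among the 32. DESeq2 called 32 higher and 21 lower, 17 of them among the 32. The shared test called 78 higher and 58 lower with a minimum of 5 CPM, and 58 and 45 with no filter on low counts. Without the block for the cell line it called 0 and 0. Over the 12085 genes measured in both lines, Spearman's rho across genes between the 2 log2 ratios was 0.140, and 55.9% of the genes had the same sign. Genes are not independent replicates, so no p-value is given. In both lines 38 genes lay above 0.58 (7.10 by chance) and 30 lay below -0.58 (3.81 by chance). A further 53 lay beyond it in opposite directions (10.5 by chance). Without genes that have a copy, a choice made after the data were seen, these counts were 21, 15 and 34 (5.00, 2.39 and 6.95 by chance). They were 4, 6 and 8 with a minimum of 5 CPM, and 856, 605 and 1423 with no filter on low counts. The chance values take every gene as equally likely to pass 0.58, whatever its counts, and so may be too low. Genes in opposite directions exceeded them too, so the excess by itself does not show a common response. With no filter on low counts rho was 0.044, and with a minimum of 5 CPM it was 0.179. Over the 6717 genes with a mean of at least 20 CPM in both lines it was 0.238.

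**Figure D3:**
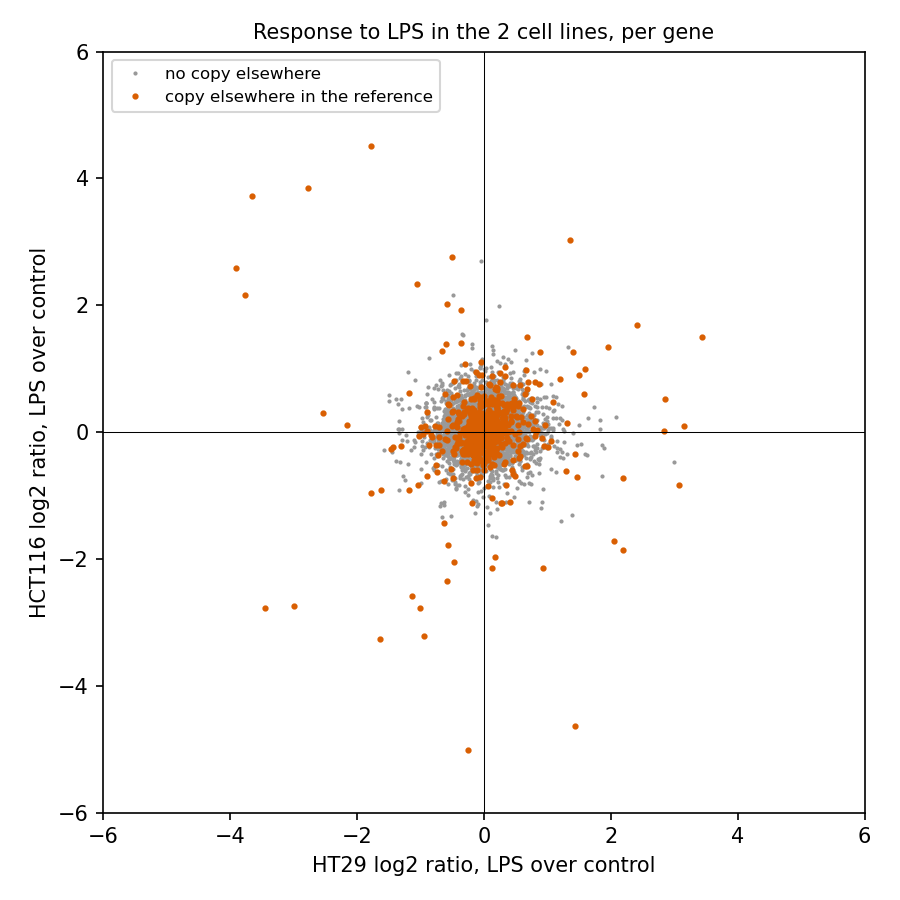
Log2 ratio of the LPS library over the control library in HT29 (horizontal axis) and HCT116 (vertical axis), with a point for each of the 12085 genes measured in both lines and 1 library per condition. Genes with a copy elsewhere in the reference are orange and most other genes lie in a cloud around 0.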

Notably, global transcriptomic changes were largely concordant between HT29 and HCT116 cells post LPS induction. 

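The 312 genes of the HT29 and HCT116 overlap include MUC1, a membrane mucin of the epithelial surface, with 84 and 108 counts in HT29 (log2 ratio 0.22, interval -0.20 to 0.65) and 170 and 206 in HCT116 (log2 ratio 0.40, interval 0.11 to 0.71). They include BCL9, a co-activator of Wnt signalling, with log2 ratios of 0.31 and 0.40, and CA12, a carbonic anhydrase induced by hypoxia, with 0.34 and 0.43. BCL9 and CA12, like DOK3, SLC22A4, PEX11A and YBX2, are named after their values were seen. BCL9 was not called in the shared test over all genes. With genes that have a copy left out, a choice made after the data were seen, it was (log2 fold change 0.36, adjusted p = 0.029 from edgeR's quasi-likelihood test). These 3 genes are among 14 of the 312 found in the part of Table S2 that is held here, 1998 genes where the paper gives 6101. Because the rest of the table was not used here, no test of this overlap was made, and the gene signature itself was not analysed here.

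Of the genes that the paper relates to GR and TET2 in tissue, 68 of those up in CD were measured in both lines and 2 of them, DOK3 and MUC1, were in the overlap (1.76 by chance). Of those down in CD, 36 were measured and 1, SLC22A4, was in it (0.929 by chance). Of those up in UC, 138 were measured and the same 2 were in it (3.56 by chance). Of those down in UC, 142 were measured and 4 were in it, namely CA12, PEX11A, SLC22A4 and YBX2 (3.67 by chance).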

By intersecting GTPCGs with gene sets up-regulated in LPS-stimulated HCT116 and HT29 cells, we identified a specific gene signature of 75 genes, indicative of predominantly activated expression programs intensely linked to the LPS-induced effect (Figure 4D). These genes were significantly enriched in the peroxisome, insulin secretion, and NF-κB signaling pathway, which was contained in the enrichment results of the previous GR- and TET2-related gene signatures (Figure 4E). Collectively, our findings indicate that LPS stimulation has an impact on both HCT116 cells with high GR expression and HT29 cells with low GR expression, with the HT29 inflammatory response exhibiting a more pronounced effect. 

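Among the 312 genes of the overlap, peroxisome genes were represented by PEX11A and PEX11G, which act in peroxisome division, insulin secretion genes by CACNA1D, a voltage-gated calcium channel, and NF-κB target genes by GADD45B, a stress-induced signalling protein. PEX11A had 274 and 381 counts in HT29 (log2 ratio 0.33, interval 0.11 to 0.57) and 136 and 155 in HCT116 (log2 ratio 0.31, interval -0.02 to 0.66). CACNA1D had 262 and 379 counts in HT29 (log2 ratio 0.39, interval 0.16 to 0.63) and 56 and 65 in HCT116 (log2 ratio 0.33, interval -0.19 to 0.89). GADD45B had 16 and 24 counts in HT29 (log2 ratio 0.41, interval -0.53 to 1.46) and 229 and 272 in HCT116 (log2 ratio 0.37, interval 0.12 to 0.64). These 4 genes are named after their values were seen.

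By chance 1.68 of the 65 peroxisome genes, 0.955 of the 37 insulin secretion genes and 0.697 of the 27 NF-κB feedback and target genes measured in both lines would fall in the overlap, where 2, 1 and 1 did. MYD88, counted in the TLR4, MyD88 and TRIF list, was also in it. The paper's enrichment used KEGG pathways and its own gene signature. These counts use other lists and all genes of the overlap, so they do not test that enrichment. As whole lists, the peroxisome genes had medians of -0.05 in HT29 (67 genes, percentile 3.70) and -0.04 in HCT116 (70 genes, percentile 8.61), and insulin secretion genes had a median of 0.0053 in HT29 (40 genes, percentile 69.6) and stood apart as higher in HCT116. In the shared test, DESeq2 over all genes called none of 70 peroxisome or 44 insulin secretion genes. Nor did edgeR's quasi-likelihood test, over all genes or when adjusted over the list alone. At an unadjusted p under 0.05 there were 6 and 2.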

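NR3C1, which encodes GR and lies on chromosome 5 of hg38 from 143277931 to 143435512, was nearly absent from HT29 and well measured in HCT116. It had 1 count in the HT29 control and 0 with LPS, and 615 and 560 counts in HCT116. Between the control libraries this is 490-fold more in HCT116 (interval 87.7 to 19396), with the HT29 count of 1 taken as it stands. Between the LPS libraries it is 179-fold more when the HT29 count of 0 is set to a floor of 3. These folds are not on the same basis and cannot be compared with each other. Over the 4 libraries, HT29 was lower by edgeR's quasi-likelihood test with LPS as a block (log2 fold change -9.70, standard error 0.39, adjusted p = 8.6e-15). That standard error is smaller than counting error allows with 1 NR3C1 count in HT29. The log2 interval of the control libraries alone is -14.2 to -6.45, so the size and adjusted p of this test are uncertain. TLR4, the LPS receptor, on chromosome 9 from 117704175 to 117724735, ran the other way. It had 313 and 362 counts in HT29 and 0 in both HCT116 libraries. Set against the same floor per library, this is 131-fold more in the HT29 control and 126-fold more with LPS. The exact interval of the control ratio starts at a log2 ratio of 6.73, which is below the value from the floor. TET2 was measured in both lines, with 329 and 449 counts in HT29 (log2 ratio 0.31, interval 0.10 to 0.52) and 485 and 534 in HCT116 (log2 ratio 0.27, interval 0.09 to 0.45). It was not called in the shared test (log2 fold change 0.29, standard error 0.13, adjusted p = 0.64).

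Known target genes of GR did not stand apart after LPS in either line, with medians of -0.02 in HT29 (25 genes, percentile 39.8) and 0.02 in HCT116 (26 genes, percentile 65.7). Nor did the list of GR, TET and partner genes, with medians of 0.06 in HT29 (18 genes, percentile 95.3) and -0.02 in HCT116 (20 genes, percentile 41.3). None of the 26 and 21 genes of these lists was called in the shared test, over all genes by edgeR or DESeq2 or when adjusted over the list alone, and 2 and 3 had an unadjusted p under 0.05. In all, 5514 genes were higher and 5598 lower in HT29 than in HCT116 of 14516 tested. The 2 libraries of each line in that test are not repeat cultures of a condition.

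The paper reads its findings on the 2 lines together as pointing to an effect of LPS on cells with high and with low GR, with the more pronounced inflammatory response in HT29.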

Herein, we selected the inflammation-sensitive HT29 cells as a validation model for the identification of potential anti-inflammatory compounds.

### 3.5. Screening and Validation of Candidate Small-Molecule Compounds for IBD Treatment

Based on the above results, CMap analysis was performed to screen small-molecular candidates that might exert a therapeutic effect on IBD, focusing on specific gene signatures associated with GR and TET2. In this regard, the 179 GR- and TET2-related CD DEGs (Table S3), the top 300 GR- and TET2-related UC DEGs (Table S4), and the 75 genes derived from the in vitro inflammation model (Table S10) were employed as transcriptional profiles to query CMap. The top 10 compounds with potential for reversing the inflammatory effect are presented in Figure 5A and Table S11. Remarkably, among the top 10 compounds, six candidates, namely U-0126, AS-605240, PF-573228, BI-D1870, levetiracetam, and BX-795, were previously reported to suppress inflammatory response in mouse colitis models or in vitro inflammatory cell models, which substantiates the reliability of our screening process. Since BMS-536924 emerged as the top-ranked commercially available compound from the CMap analysis, and there was no relevant experimental evidence demonstrating its anti-inflammatory effect, we prioritized it as a candidate small molecule for further validation in the inflammation-sensitive HT29 model. The chemical structure of BMS-536924 is displayed in Figure 5B. The results of the CCK8 assay confirmed that BMS-536924 was not cytotoxic to HT29 cells within the 0–100 nM range (Figure 5C). We next pretreated HT29 cells with LPS and exposed them to the compound at three lower concentrations. The results, illustrated in Figure 5D,E, showed a significant increase in the mRNA levels of the inflammatory cytokines IL-6 and TNF-α due to LPS treatment. However, these levels were markedly reduced following the application of BMS-536924 at each of the three tested concentrations. This outcome demonstrates that BMS-536924 effectively counteracts the upsurge of inflammatory factors induced by LPS, showcasing its potential as a viable therapeutic agent for IBD treatment. The ability of BMS-536924 to significantly reduce the mRNA levels of key inflammatory cytokines, even at lower concentrations, highlights its efficacy in mitigating inflammation, thereby underscoring its potential utility in the management of IBD.

## 4. Discussion

Recent studies increasingly highlight a complex, reciprocal relationship between the glucocorticoid receptor (GR), a widely expressed nuclear factor, and epigenetic enzymes, including HDAC1, DNMT3B, and TET2. This interaction is pivotal in regulating the expression of specific genes in particular biological contexts [14,17,53]. Notably, GR and MAFB have been observed to interact with TET2 in tolerogenic dendritic cells (tolDCs) [17], and our group has further demonstrated the interaction between GR and TET2 through co-immunoprecipitation (Co-IP) and co-localization assays in HEK293T cells (unpublished data). Meanwhile, we performed a one-way ANOVA analysis to examine the differential impact of transcription factor regulation (GR only, TET2 only, and Common) on gene expression levels from public data and observed that the fold-change of the co-regulate genes is markedly different from those regulated by either GR or TET2 alone (Figure S3). The roles of GR and TET2 in regulating immunity and inflammation have been well established independently [9,13]. Therefore, we hypothesize that target gene pathways co-regulated by GR and TET2 are highly correlated with inflammatory responses, which may implicate the pathogenesis of inflammatory diseases such as IBD (including UC and CD) from a new perspective and provide access to potential therapeutic opportunities. In the present study, we conducted comprehensive bioinformatics analyses around GR and TET2 regulation as well as established in vitro inflammatory models with different baseline levels of GR expression, ultimately identifying BMS-536924 as a potential small-molecule drug for IBD.

We identified 179 GR- and TET2-related DEGs in CD and 401 in UC, followed by functional enrichment analyses. The combined results of the MSigDB pathway enrichments with GO terms revealed that these gene signatures around GR and TET2 are involved in the pathogenesis of IBD. Hallmark pathways encompassing inflammatory response, TNF-alpha signaling via NF-κB, IL-6/JAK/STAT3 signaling, hypoxia, peroxisome, and glycolysis were enriched in these gene signatures. This finding supports a previous report that during inflammation of the intestinal mucosa in IBD, superoxide and reactive oxygen intermediates act as antimicrobial agents and also induce oxidative stress, hypoxia, and HIF-1a activation, which in turn induces a metabolic shift towards glycolysis and initiates angiogenesis [50,54]. KEGG pathway enrichment analysis of the specific gene signature derived from the in vitro inflammatory models also showed enrichment in the peroxisome and NF-κB signaling pathway. Previous research has demonstrated that proinflammatory pathways, especially NF-κB, IL-6/STAT3, COX-2/PGE2, and IL-23/Th17, are instrumental in tumorigenesis by triggering the production of inflammatory mediators, elevating the expression of antiapoptotic genes, and stimulating cell proliferation as well as angiogenesis [55]. As a result, IBD patients face a heightened risk of developing colorectal cancer (CRC). This study observed the presence of NF-κB and IL-6/STAT3 pathways among these proinflammatory pathways, underscoring their potential contribution to the increased CRC risk in IBD patients.

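NOD-like receptor and complement genes with a mean of at least 1 CPM did not stand apart in HT29 as whole lists, although single members were higher with LPS. Of the 32 NOD-like receptor and inflammasome genes measured in HT29, 7 lay above 0.58 and none below -0.58, with a median log2 ratio of 0.06 (percentile 93.8). The 7 include the chemokines CXCL1 and CXCL2 (log2 ratios 2.27 and 2.07), which are members of the chemokine and NF-κB lists too. With no filter on low counts the NOD-like receptor list of HT29 stood apart as higher (41 genes, median 0.14, percentile 99.8), and so it did given gene length and GC content, a setting chosen after the data were seen (percentile 97.6). Among them IRF7, a regulator of type I interferon genes, had 21 and 113 counts (log2 ratio 2.20, interval 1.61 to 3.04), and it has a copy on an alternate contig and is uncertain. NLRP3, an inflammasome sensor, had 65 and 81 counts (log2 ratio 0.17, interval -0.31 to 0.67). Of the 24 complement and coagulation genes, 2 lay above 0.58, with a median of 0.05 (percentile 85.4). They were C3, the central complement component, with 4 and 49 counts (log2 ratio 3.00, interval 2.03 to 5.41), and MASP2 (log2 ratio 0.95, interval 0.16 to 1.94). In HCT116 the 26 NOD-like receptor genes had a median of -0.07 (percentile 6.25) and the 28 complement and coagulation genes 0.07 (percentile 90.5). No complement gene of 31 was called in the shared test, over all genes or when adjusted over the list alone, by edgeR's quasi-likelihood test or over all genes by DESeq2, and 2 had an unadjusted p under 0.05. These percentiles describe single libraries and have no replicate check.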

The GSEA results of HT29 cells treated with LPS for 24 h uncovered the activation of multiple pathways, including the TNF signaling pathway, NOD-like receptor signaling pathway, NF-κB signaling pathway, intestinal immune network for IgA production, IL-17 signaling pathway, cytokine–cytokine receptor interaction, chemokine signaling pathway, and complement and coagulation cascades. This finding aligns with previous studies indicating that commonly up-regulated pathways in the pathogenesis of IBD (both CD and UC) include the toll-like receptor pathway, NOD-like receptor signaling pathway, cytokine–cytokine interaction, chemokine signaling, intestinal immune network for IgA production, complement and coagulation cascade, and cell adhesion molecules [24,26,47]. This consistency suggests that our in vitro inflammatory model using LPS-induced HT29 cells effectively mirrors the disease state of IBD. Additionally, when compared to HCT116 cells, which have high GR expression, HT29 cells with minimal GR expression showed an intensified inflammatory response to LPS, as evidenced by their overall transcriptome profiles. This disparity at the cellular level complements recent research utilizing a mouse model of DSS-induced colitis. That study confirmed that the absence of intestinal epithelial GR exacerbated clinical symptoms and tissue damage and compromised epithelial barrier integrity during colitis [12]. This cell-level transcriptomic analysis offers valuable insights and supports the understanding of GR’s role in modulating inflammatory responses in IBD.

Specific gene signatures associated with GR and TET2 derived from UC, CD, and the in vitro inflammatory model were further leveraged to screen for small-molecule compounds capable of reversing the disease effect. To the best of our knowledge, this study is the first to identify and validate the anti-inflammatory properties of BMS-536924 in an in vitro inflammatory cell model, highlighting its potential as a therapeutic agent for IBD. BMS-536924 was initially recognized in a 2005 study as a novel inhibitor targeting the insulin-like growth factor receptor (IGF-1R) kinase and the insulin receptor (IR), demonstrating antitumor activity both in vitro and in vivo [56]. More recently, BMS-536924 was shown to effectively reduce the viability of both TMZ-sensitive and -resistant glioblastoma cells and significantly inhibit glioma tumor growth in vivo [57]. This compound primarily exerts its anti-neoplastic effects by inhibiting IGF-1R signaling, which impacts key pathways such as the Ras/Raf/MAPK pathway, which is crucial for cell growth and proliferation, and the PI3K/Akt/mTOR pathway, known for its roles in anti-apoptosis functions and metabolic processes [56,58]. Interestingly, our MSigDB pathway enrichment results also highlighted these pathways, specifically KRAS signaling up and mTORC1 signaling. This suggests that the anti-inflammatory action of BMS-536924 might be linked to its influence on these pathways, providing a novel perspective on its mechanism of action and potential applicability in treating IBD. In addition, GSK4529, also an IGF-1R inhibitor, has been reported to have anti-inflammatory effects in the diabetic kidney mouse model, which provides an important guideline for our future research [59].

A few shortcomings of this research warrant recognition. Firstly, the integrated microarray analysis to identify UC and CD DEGs involved different cohorts with varying sample sizes, which could introduce heterogeneity and potentially obscure some biological differences. Nevertheless, we successfully identified transcriptomic signatures predominantly associated with UC and CD and coinciding with the disease pathogenesis, as previously described. Secondly, the gene expression from bulk microarray data limited the refined comparison of molecular mechanisms related to the major IBD subtypes UC and CD. A more granular approach, such as single-cell analysis, might provide deeper insights into these complex diseases. Moreover, while the CMap offers a systematic approach to gauge the similarity of small-molecule-induced transcriptional changes to normal or altered physiologic states by correlating the gene expression signatures associated with each, it inherently carries the uncertainty of extrapolating expression patterns from cell lines or animal models to human systems. The anti-inflammatory effect of BMS-536924 requires further in vivo validation, such as using a mouse model of colitis, and the latent anti-inflammatory mechanisms warrant in-depth investigation prior to clinical utilization of the compound for treating IBD.

## 5. Conclusions

In this study, we highlighted the significance of transcriptomic signatures associated with GR and TET2 in IBD (UC and CD) and compared the in vitro inflammatory models of two intestinal epithelial cells. Specific gene signatures of disease effects in vivo and in vitro were leveraged to identify the potential IBD-therapeutic small molecule BMS-536924, which may also prevent the onset of CRC. These findings shed light on the pathogenesis of IBD from a new perspective and provide a paradigm for screening small-molecule drugs to reverse the specific disease effect based on gene expression signatures.

## Figures and Tables

**Figure 1:**
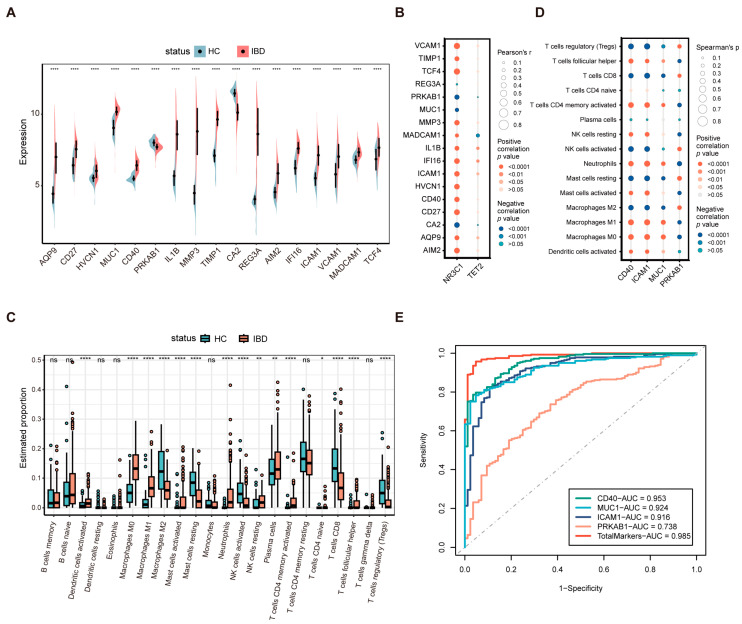
Assessment of the role of GR and TET2 regulation in IBD. (**A**) Split violin plot revealing the expressional differences of the 17 biomarkers between IBD and HC. (**B**) Correlating GR and TET2 separately with the 17 markers in mRNA level. (**C**) Box plot showing the comparison of 22 kinds of immune cells between IBD and HC. (**D**) Correlating the differentially infiltrated immune cells with the four markers upon the threshold of *p* < 0.05. (**E**) ROC curves of the four markers. * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001; ns, not significant.

**Figure 2:**
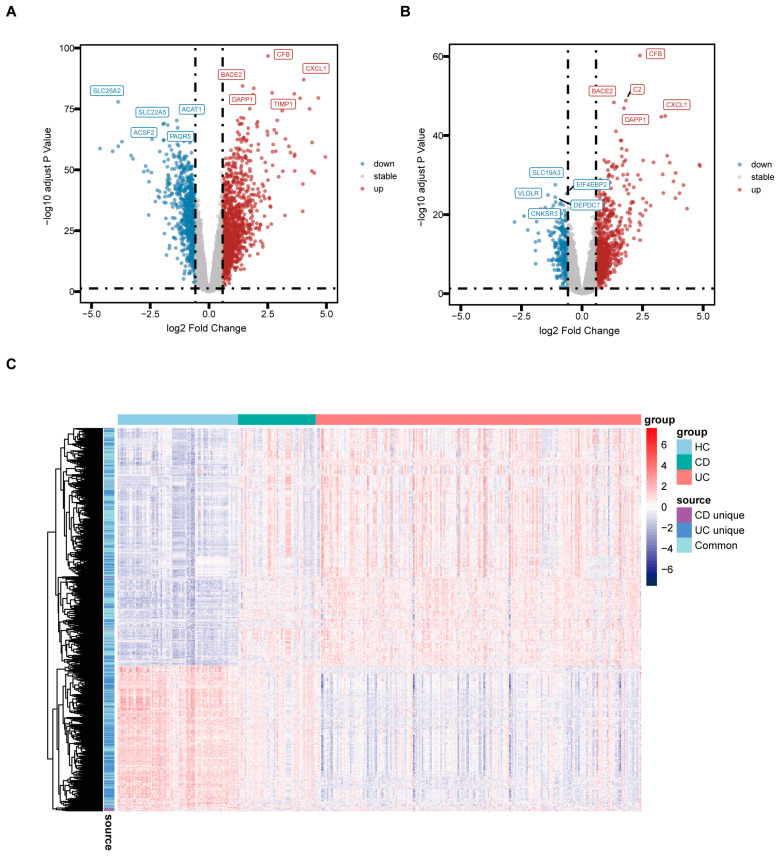
Identification of DEGs associated with UC and CD. (**A**) Volcano plot of DEGs in the colon tissue between UC and HC. (**B**) Volcano plot of DEGs in the colon tissue between CD and HC. (**C**) Heatmap revealing the expression pattern of common and distinct DEGs between groups.

**Figure 3:**
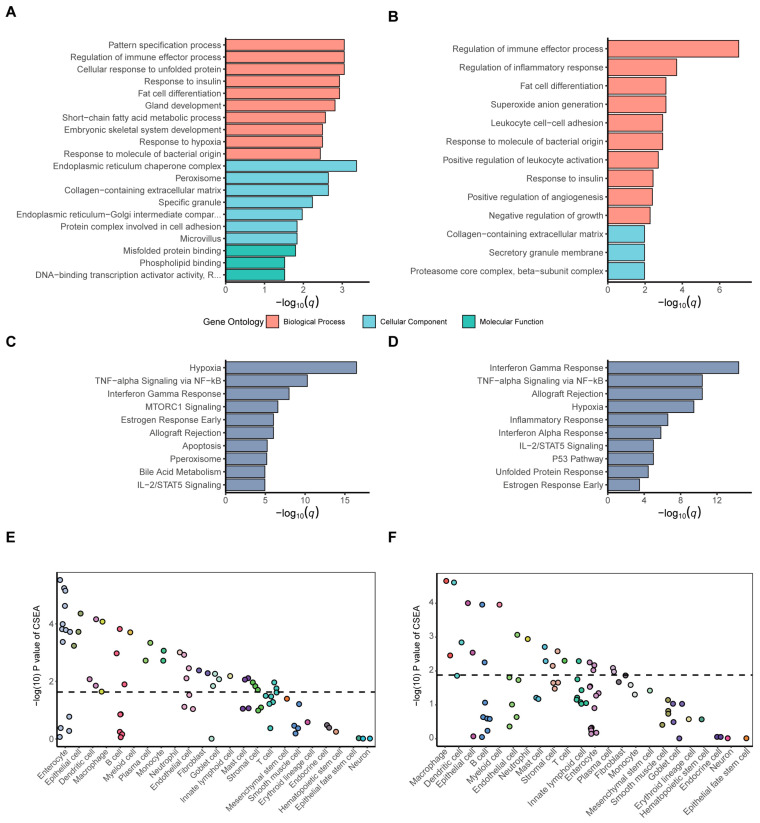
Functional enrichments for IBD signatures around GR and TET2. Top slimmed GO terms for the (**A**) GR- and TET2-related UC DEGs and (**B**) GR- and TET2-related CD DEGs upon the threshold of *q* < 0.05. Top MSigDB hallmark-pathway enrichments for the (**C**) GR- and TET2-related UC DEGs and (**D**) GR- and TET2-related CD DEGs upon the threshold of *q* < 0.05. CSEA testing results of the (**E**) GR- and TET2-related UC DEGs and (**F**) GR- and TET2-related CD DEGs. The *x*-axis indicates the cell types derived from the intestinal tissue and blood. Dots represent the intestine cell types annotated by 23 general classifications descending by order of significance. The dashed line is the significant threshold with FDR < 0.05.

**Figure 4:**
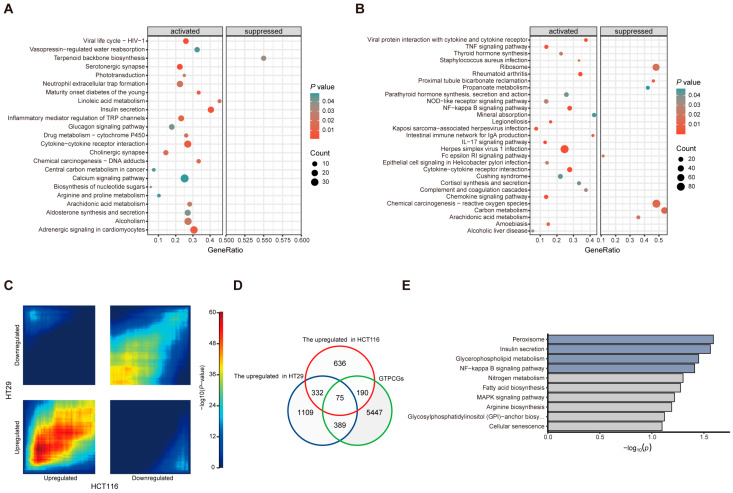
Comparative transcriptome analyses of two in vitro inflammatory cell models. GSEA revealing the overrepresented pathways in overall gene expression of (**A**) HCT116 cells and (**B**) HT29 cells after LPS stimulation. (**C**) RRHO analysis results for comparing expression patterns across the two cell models. (**D**) Venn diagram showing the overlapping genes between specific three gene sets. (**E**) KEGG pathway enrichments for the overlapping genes.

**Figure 5:**
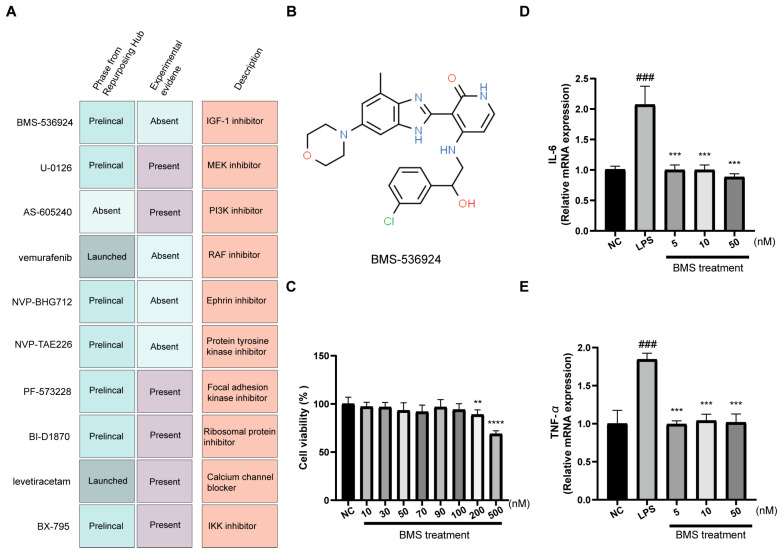
Identification and validation of potential therapeutic compounds. (**A**) The description of top 10 promising small molecules for IBD treatment. (**B**) The chemical structure of the top-ranked BMS-536924. (**C**) The cytotoxicity of BMS-536924 on HT29 cells by CCK8 assay. The effects of BMS-536924 treatment on the expression of proinflammatory cytokines (**D**) IL-6 and (**E**) TNF-α in LPS-induced HT29 cells. Values are expressed as the means ± SD; *n* = 4 in each group. ### *p* < 0.001 vs. the NC group. ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 vs. the LPS group.

**Table 1:** Primers used for qRT-PCR in this study.

Gene	Forward Primer Sequence (5′-3′)	Reverse Primer Sequence (5′-3′)	Product Size
GAPDH	ACCTGACCTGCCGTCTAGAA	GGTGTCGCTGTTGAAGTCAGA	140
TLR4	GGCATCTTCAATGGCTTGTCC	AGAGGTCCAGGAAGGTCAAGT	118
TNF-α	CAACCTCCTCTCTGCCATCAAG	GATAGTCGGGCCGATTGATCTC	152
IL-6	TGCAATAACCACCCCTGACC	ATTTGCCGAAGAGCCCTCAG	150
NR3C1	GTGGAAGGACAGCACAATTACC	CCTGTAGTGGCCTGCTGAAT	173

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Materials. All the high-throughput sequencing data have been uploaded to the Gene Expression Omnibus (GEO) and are accessible through the GEO SuperSeries accession number GSE250063. All source codes used in the bioinformatics analysis are available in the Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology13020082/s1, Figure S1: Data preprocessing; Figure S2: Construction of the in vitro inflammatory cell models; Figure S3: A one-way ANOVA analysis was performed to examine the differential impact of transcription factor regulation (GR only, TET2 only, and Common) on gene expression levels. Table S1: Characteristics of seven transcriptome datasets used in the study; Table S2: GR and TET2 putative co-target genes (*n* = 6101); Table S3: IBD signatures obtained from microarray analysis; Table S4: 179 GR- and TET2-related CD DEGs; Table S5: 401 GR- and TET2-related UC DEGs; Table S6: GO results after rrvgo of GR- and TET2-related CD and UC DEGs; Table S7: MSigDB pathway results of GR- and TET2-related CD and UC DEGs; Table S8: Cell-type-specific expression analysis (CSEA) on GR- and TET2-related CD DEGs after filtering; Table S9: Cell-type-specific expression analysis (CSEA) on GR- and TET2-related UC DEGs after filtering; Table S10: The genes profile derived from the in vitro inflammation model for CMap querying; Table S11: The top 10 potential compounds for IBD treatment based on CMap analysis; R scripts.docx: All bioinformatics analysis codes.

How the deposited data were processed for this re-analysis (not part of the article)

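RNA of the cell lines HT29 and HCT116, each as 1 control library and 1 library made after LPS, was sequenced, and the values used are the raw counts per gene that the authors deposited as 1 table for the 4 libraries. Per the paper and the submitters' processing notes, the authors trimmed and filtered the reads (cutadapt 1.9 and Trimmomatic 0.39 are named), aligned them to hg38 with HISAT2 2.1.0, and counted them per gene with featureCounts 2.0.1. The counting options for strand and for reads with several alignments, and the release of the annotation, are not given in the sources used here. The paper used edgeR for differential expression and ranked gene sets by log2 fold change. How it obtained p-values from 1 library per condition is not stated in its main text, and the analysis code listed in its supplement was not read here.

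The table holds 61544 genes, of which 61445 have a symbol in the reference and 30392 have a count in any library, and 0 of its columns belong to no sample. Names and positions were taken from GENCODE 44 on hg38. Total counts ran from 19105058 to 21268959. The 10 most abundant genes took 5.39% of the counts in the HT29 control, 5.53% in HT29 with LPS, 5.51% in the HCT116 control and 7.11% in HCT116 with LPS. TMM factors were 0.944 and 0.953 in HT29, and 1.06 and 1.05 in HCT116. Each transcript was aligned to the reference with minimap2 to find genes with a copy, with 261 alternate contigs counted as part of the reference. Genes with a copy took 4.66% and 4.81% of the counts in HT29 and 5.19% and 6.21% in HCT116.

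Log2 ratios within a line were computed from TMM-normalized CPM with a prior count of 2 in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, with 95% Clopper-Pearson intervals. A count of 0 was compared through a floor of 3 counts. Unchanged genes were drawn 100 times as Poisson counts to give the number of genes past 0.58 from counting error. The shared test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05 over 14516 genes with a mean of at least 1 CPM. The same test with LPS as a block compared the lines. Random lists were drawn within 20 bins of expression, and lists with under 5 measured genes received no percentile. The rank-rank overlap used steps of 110 ranks, and 1000 random orders of the HCT116 values within 20 bins of expression, added after the data were seen, gave its excess by chance.

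The 39 gene lists cover immune signalling (12 lists), the pathways of Figure 4, RNA quality, glucocorticoid receptor targets and partners, stress responses, the cell cycle, and cell type markers. The genes of Tables S4 and S5, from other tissue data, were added as 4 further lists. Genes were named by a rule, except those said to be named after their values were seen. The rule takes the 10 largest increases and the 10 largest decreases in each line among genes with a mean of at least 5 CPM. It takes the 10 largest called increases and decreases of the shared test with the same sign in both lines. It also takes up to 4 members of each list with the largest log2 ratio in either line, and every gene that the paper names. One X-linked gene without a copy that met the shared test's threshold is counted among the higher genes but is not named, because its level can bear on the sex of a donor, and its increase was larger than those of the named genes without a copy.

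The alternatives were DESeq2 1.42.0, its size factors, library size alone, TMM within each line, prior counts of 0.5 and 5, no filter and a minimum of 5 CPM, a size threshold of 1, counts thinned to the smallest library, random lists not matched on expression, ribosomal protein, histone and mitochondrial genes left out, no block for the cell line, and an assumed variation of 0.1 or 0.2 or ranking by log2 ratio for the rank-rank overlap. Leaving out genes with a copy was added after the data were seen, and so was removing from the log2 ratios of each line their smooth trends with gene length and GC content, for the gene lists.

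The methods were tested on simulated data. Counts were drawn for 14491 genes at a single dispersion of 0.0057, with 200 of them changed by an effect shared by both lines. The shared test recovered 74% of genes changed by a log2 fold change of 0.58, 91% at 1 and 92% at 2, and 15 of its 189 calls were false. These rates do not carry over to the real counts, where 53 genes lay beyond 0.58 in opposite directions and 24 of the 32 called genes have a copy. Among 100 lists of unchanged genes in HT29, 9 stood apart, a rate that does not cover lists whose genes vary together. A list of 40 genes moved by 0.3 lay at percentile 100. The rank-rank overlap returned 800 of 800 common genes when these were well separated, and 584 genes, 578 of them true, when they were mixed with the rest. Table S2 is held in part, and Tables S10 and S11 were not used here.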

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

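The tests of TLR4 and NR3C1 as explanations were chosen after the result was seen, and so was leaving out genes that have a copy.

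The log2 ratios of 53 genes lay beyond the size threshold in opposite directions in the 2 lines, and the difference between the lines was not tested. Among the immune lists, 14 genes had counting intervals on opposite sides of 0 in the 2 lines, and 2 of them lay beyond 0.58 in both. CXCL8, a neutrophil chemokine named after its values were seen, had a log2 ratio of 1.14 in HT29 (interval 0.91 to 1.39) and -1.38 in HCT116 (interval -3.83 to -0.13, from 15 and 4 counts). Its HCT116 counts lie under the minimum mean of 1 CPM, so it is not among the 53 genes. IRF7 had 2.20 in HT29 and -0.72 in HCT116 (interval -1.49 to -0.06), and it has a copy, so both are uncertain. Neither difference was tested. Mitochondrial genome transcripts, which the paper does not discuss, had median log2 ratios of 0.20 in HT29 and 0.47 in HCT116.

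The genes with the largest differences between LPS and control were mostly genes with a copy. Among genes with a mean of at least 5 CPM and a log2 ratio beyond 1 in either line, 84.3% have a copy, against 4.10% of all genes with that mean (27 of 33 in HT29 and 22 of 24 in HCT116). Counting error alone was excluded, since 57 such differences were seen where Poisson counts gave 0. Of the 22 genes with a mean of at least 1 CPM and a log2 ratio beyond 1 in both lines, 50% went the same way (interval 28.2% to 71.8%), which leaves a response common to both lines undecided, and 19 of the 22 have a copy. Reads split differently between a gene and its copy in different libraries may account for many of these genes, while their biological change was not tested apart from it.

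Chemokine and NF-κB transcripts were higher after LPS in HT29. In HCT116 the NF-κB list did not stand apart and only 1 chemokine had enough counts, and the difference between the lines was not tested. Of the 9 genes above 0.58 in HT29, 6 had an HCT116 counting interval wholly below the HT29 log2 ratio, and 7 below the ratio without the prior count, while the counting intervals of the 2 lines lay apart for 5 and overlapped for REL, CCL20, CXCL3 and CXCL6. REL and CXCL3 are named after their values were seen. Too few counts in HCT116 could account for CCL20, CXCL3 and CXCL6, while REL had 238 counts there. The list as a whole stays undecided. TLR4 had 0 counts in HCT116 against 675 in HT29, which may bear on the difference, although the paper reports TLR4 in HCT116 by qRT-PCR. NR3C1 was at the limit of a count of 0 in 1 of the 2 lines, and with 1 line at each level of TLR4 and NR3C1 these cannot be told apart from each other or from any other difference between the lines.

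The correlation across genes between the responses of the lines was weak and positive. It was 0.131 given gene length and GC content and 0.141 without genes that have a copy. Over 6717 genes with a mean of at least 20 CPM in both lines it was 0.238. These values argue against gene length and GC content, copies and genes with few counts as its whole cause. A response common to both lines may contribute, and so might any handling that differed between LPS and control cultures, which 1 library per condition cannot separate.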

How the results depend on the processing

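Leaving out genes that have a copy and removing trends with gene length and GC content were chosen after the data were seen; the other settings were not. Over all settings, no call and no called value reversed, while the medians of some lists that did not stand apart changed sign, as in the TNF list of HCT116 (from 0.0044 to -0.03) and the IgA list of HT29 (from 0.14 to -0.0013) with a minimum of 5 CPM. Of the comparisons between settings, 201 stayed within their limits and 60 did not, as did 977 and 49 list medians, 2080 and 8 values of single genes, and 111 and 34 gene calls of the shared test. NR3C1 stayed called as lower in HT29 under every setting of its test. With 1 library per condition no replicate could be left out, and leaving out a line leaves the log2 ratio of the other with no test. The block for the cell line in the shared test pairs each LPS library with its control, and without this block 0 genes were higher and 0 lower, with 7 at an unadjusted p under 0.05.

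With no filter on low counts, 4967 genes lay above and 3904 below the threshold in HT29, and 3884 and 3674 in HCT116. Then 856 lay above it in both lines, 605 below it in both and 1423 in opposite directions, rho was 0.044, 5 immune lists of HT29 were higher (NOD-like receptor and antimicrobial genes were added) and 0 lower, and 58 genes were higher and 45 lower in the shared test, 24 of them in the lists where 4 were at the main setting. The overlap lists held 3849 and 3553 genes and shared 1031. This setting adds genes with few counts by construction, while the cause of the added calls in the shared test was not tested. With a mean of at least 5 CPM, 60 and 73 genes lay beyond the threshold in HT29 and 73 and 42 in HCT116, with 4 above in both, 6 below in both and 8 opposite. Then 0 immune lists were lower in HT29 and 1 was higher in HCT116, 78 genes were higher and 58 lower in the shared test (31 in the lists), and the overlap was 860, with an HCT116 list of 2674. This setting tests fewer genes, and whether that is the cause of these differences was not tested. With a size threshold of 1, the counts were 136 and 83 in HT29, 119 and 89 in HCT116, 6 above in both, 5 below in both and 11 opposite, as a stricter threshold gives.

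For the settings below the cause was not tested either. Without genes that have a copy, 21 lay above in both lines, 15 below in both and 34 opposite, and 39 were higher in the shared test, with 20 list genes called. With random lists not matched on expression, 5 immune lists of HT29 were higher (IgA and antimicrobial genes were added) and 0 lower. Without ribosomal protein, histone and mitochondrial genes, 0 immune lists of HT29 were lower. Given gene length and GC content, 0 were lower and 3 were higher, with NOD-like receptor genes in place of interferon-stimulated genes. With counts thinned to the smallest library, 1 immune list of HCT116 was lower, and the overlap lists held 3081 and 2641 genes and shared 979. DESeq2 called 32 genes higher, and 9 list genes. An assumed variation of 0.1 gave overlap lists of 2971 and 3411 genes that shared 1143, and 0.2 gave 3081 and 3521 that shared 1224.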

Differences from the paper's values

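Leaving out genes that have a copy was chosen after the data were seen, and no difference below rests on it. The random orders of the overlap and the lists given gene length and GC content were also added then.

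The overlap of genes up in both lines and the sizes of its 2 lists lay within 1.5 times of the paper's at the main setting. The paper's overlap of genes up in both lines is 407 and the value here is 312. The list sizes are about 1900 in HT29 and about 1200 in HCT116 in Fig. 4, read by eye, and 1651 and 991 here. Of the alternatives set before the data were examined, ranking by log2 ratio (362) and library size alone (347) also lay within 1.5 times of the paper's overlap, while an assumed variation of 0.1 (1143) or 0.2 (1224), no filter (1031), a minimum of 5 CPM (860) and thinned counts (979) did not. The paper takes these lists where their overlap is most significant, as was done here.

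The paper's text assigns Figure 4A to HT29 and Figure 4B to HCT116, while the legend of Figure 4 assigns them the other way, and its discussion places the TNF, NF-κB, IgA, IL-17 and chemokine pathways in HT29. Here the NF-κB list lay at percentile 100 in HT29 and 55.0 in HCT116, and the chemokine list at 100 in HT29 with 1 measured gene in HCT116. These 2 lists go with the legend and the discussion. The TNF list lay at 59.7 and 65.9, the IL-17 list at 37.3 and 14.5 and the IgA list at 93.8 and 81.9, none of which stood apart at the main setting. The IgA list stood apart as higher in HT29, and not in HCT116, without ribosomal protein, histone and mitochondrial genes (percentile 98.6) and with random lists not matched on expression (97.8), which goes with the legend too, while it lay at 55.1 with a minimum of 5 CPM. The paper's text states that immune pathways were activated in both lines. Here 3 of 12 immune lists stood apart as higher in HT29 and 0 in HCT116, and with a minimum of 5 CPM 2 did in HT29 and 1 in HCT116. These lists are not the gene sets of the paper's enrichment analysis, which also used another test.

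The paper's text states that the responses of the lines were largely concordant. Here rho was 0.140 and 55.9% of the genes had the same sign. Over the 6717 genes with a mean of at least 20 CPM in both lines rho was 0.238, and with no filter on low counts 0.044. The overlap of up-regulated genes was 177 over the number expected for its list lengths. In 1000 random orders the excess had a median of 97.7 and was at most 151. The paper describes wider activation and suppression in HT29. More lists stood apart there, 5 higher and 8 lower, than in HCT116, 3 and 3. Given gene length and GC content, the counts were 6 and 7 against 4 and 3. Some of these lists follow the pathways of Figure 4, which the paper found in the same libraries, so the counts are not a separate check. Of 100 simulated lists of unchanged genes in HT29, 9 stood apart, a rate that does not cover lists whose genes vary together. For single genes, 462 lay above 0.58 and 356 below -0.58 of 13201 in HT29, and 510 and 336 of 14337 in HCT116. With a minimum of 5 CPM, 60 lay above and 73 below in HT29, and 73 above and 42 below in HCT116.

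By qRT-PCR the paper reports higher IL6 and TNF after LPS in both lines, and higher TLR4 in HT29 with a tendency that way in HCT116. Here IL6 had 0 counts in both HT29 libraries and 0 and 2 in HCT116. TNF had 0 in all 4 libraries, and it has a copy on alternate contigs, so its counts are uncertain. TLR4 had 313 and 362 counts in HT29, a log2 ratio of 0.07 (interval -0.15 to 0.29), and 0 in both HCT116 libraries.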

Other observations

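In HT29, genes of colon epithelial differentiation were higher in the LPS library (24 genes, median log2 ratio 0.09, percentile 99.4), and in HCT116, stem cell and Wnt target genes were (14 genes, median 0.10, percentile 97.8). Given gene length and GC content, a setting chosen after the data were seen, the first list still stood apart and the second did not (percentile 95.8), while cell cycle genes in HT29 (percentile 99.8) and hypoxia response genes in HCT116 (percentile 98.8) stood apart as higher. MUC2, the main secreted mucin of the colon, had 53 and 132 counts in HT29 (log2 ratio 1.15). The same lists had medians of 0.03 in HCT116 (14 genes, percentile 72.9) and 0.02 in HT29 (14 genes, percentile 73.9). Antimicrobial and epithelial defence genes had a median of 0.15 in HT29 (14 genes, percentile 95.5) and 0.08 in HCT116 (5 genes, percentile 68.5). Among them LCN2, which withholds iron from bacteria, had 1859 and 2942 counts in HT29 and 28 and 24 in HCT116, and PI3, a protease inhibitor of mucosal surfaces, had 121 and 359 counts in HT29 and 0 and 2 in HCT116. No gene of this list was called in the shared test by edgeR, DESeq2 called none, 3 had an unadjusted p under 0.05, and when adjusted over the list alone 2 of 11 were higher and 1 was lower. LCN2 and PI3 were called as higher by edgeR with a minimum of 5 CPM, with no filter on low counts, and with genes that have a copy left out, the last chosen after the data were seen.

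The remaining lists did not stand apart unless stated. NRF2 and metallothionein genes were lower in HT29 (16 genes, median -0.11, percentile 1.55) and lay at percentile 19.2 in HCT116 (14 genes, median -0.05). Hypoxia response genes had medians of 0.03 in HT29 (30 genes, percentile 85.9) and 0.04 in HCT116 (31 genes, percentile 91.0), unfolded protein response genes 0.03 (31 genes, percentile 91.9) and -0.02 (32 genes, percentile 33.8), and p53 target genes -0.03 (27 genes, percentile 26.9) and 0.01 (27 genes, percentile 75.5). Immediate early genes had 0.02 (28 genes, percentile 74.5) and 0.03 (31 genes, percentile 80.6), and calcium signalling genes 0.01 (75 genes, percentile 83.7) and 0.03 (99 genes, percentile 92.7). Glycerophospholipid genes had -0.03 (68 genes, percentile 22.8) and -0.02 (75 genes, percentile 26.1). In HT29, heat shock genes had -0.08 (13 genes, percentile 5.57) and cell cycle genes 0.02 (41 genes, percentile 93.3). Histone genes had -0.24 in HT29 (7 genes, percentile 8.51) and 0.27 in HCT116 (10 genes, percentile 94.6), and nuclear non-coding RNAs 0.12 (6 genes, percentile 96.7) and 0.04 (6 genes, percentile 77.8). Fibroblast markers had -0.03 in HCT116 (11 genes, percentile 34.1), with 4 measured genes in HT29, and leukocyte markers had 2 measured genes in each line.

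Genes that the paper relates to GR and TET2 in tissue had medians near 0. Those up in CD had 0.01 in HT29 (72 genes, percentile 80.7) and 0.01 in HCT116 (90 genes, percentile 74.8), and those down in CD 0.01 (38 genes, percentile 70.6) and -0.07 (43 genes, percentile 4.23). Those up in UC had 0.02 (145 genes, percentile 97.4) and 0.0091 (168 genes, percentile 78.7), and those down in UC 0.0071 (154 genes, percentile 82.8) and 0.0061 (152 genes, percentile 74.2).

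Some inflammatory genes that the paper names had low counts. IL6 had 0 counts in both HT29 libraries, and 0 and 2 in HCT116. TNF had 0 in all 4 libraries, and it has a copy on alternate contigs, so its counts are uncertain. IL1B had 5 and 4 counts in HT29 and 0 in both HCT116 libraries, and PTGS2 had 166 and 197 in HT29 and 14 and 12 in HCT116. TLR4 had a log2 ratio of 0.07 in HT29 (interval -0.15 to 0.29). A difference between LPS and control was not detectable at this depth for IL6 and TNF, and TLR4 had 0 counts in HCT116, while the paper reports all 3 by qRT-PCR in both lines. CD40 had 0 and 1 counts in HT29 and 584 and 545 in HCT116, and INSR had 26 and 28 in HT29 and 763 and 680 in HCT116.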
